A study of Mus musculus with 4 samples. Its data were reported in "Distinct fibroblast subsets regulate lacteal integrity through YAP/TAZ-induced VEGF-C in intestinal villi" (2020).

How the data were processed

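Messenger RNA of sorted stromal cells was measured with a droplet-based single-cell kit that reads the 3-prime ends of transcripts. The series held 4 samples in 3 groups, and the 1 library of LATS1/2 KO 1w was analysed here. The WT libraries and the LATS1/2 KO 2w library were not analysed here. The authors aligned reads to the mouse genome mm10 with Cell Ranger and processed the counts with Seurat. According to their methods they kept cells with 1000 to 6000 detected genes and at most 7% mitochondrial UMIs, kept genes seen in at least 3 cells, and removed immune and endothelial cells after a first clustering.

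The deposited values were the natural log of 1 plus the UMIs of a gene divided by the UMIs of the cell and multiplied by 10000, computed by the authors. After exponentiation each of the 4108 cells summed to 10000, and 100.00% of the 13789523 nonzero values were whole multiples of the smallest value of their cell (tolerance 0.001). UMI counts were therefore read back exactly, and all levels here were computed from these counts. The design written beforehand assumed raw counts, and the recovered counts were used in their place. The file had 18619 genes, of which 1213 had 0 UMIs in every cell and 1986 were seen in fewer than 3 cells. All 4108 cells met the stated cell filter, so no cell was removed. No cell number of the study for this library was used here. The total was 46054627 UMIs, 20626642 of them in the 1983 columns marked M and 25427985 in the 2125 columns marked F. As every marked F cell had an Xist UMI and no M cell had one, the marks were treated as a split of 1 library by Xist and not as samples.

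Clusters were built with Seurat 5.3.0 in R 4.3.3 along the lines of the authors' methods, except that their split of the cells by Xist and integration of the parts was left out of the main clustering. The steps were log normalization to 10000, 2000 variable genes (vst), UMI count and mitochondrial percent regressed out, 30 principal components and Louvain clustering at resolution 0.5 with a fixed seed. Vegfc, Vegfa, the YAP/TAZ target genes, the secreted factors and the sex-linked genes were taken out of the variable genes, so that no cluster was defined by them directly. Genes that vary with them stayed in. Cluster markers for 14 lists were fixed before the data were examined, as were the main settings, the comparisons and all alternatives except 4. A marker counted for a cluster when at least 10% of its cells had a UMI and its level was at least 2 times the median of the other clusters. A cluster was named after the list with the largest share of such markers if at least 3 counted. Markers of that list among its 10 leading genes also had to be at least as many as those of any other list. A tie between lists of the same size, or low depth without an own marker among those genes, left a cluster unnamed. This rule was set after cluster levels had been seen and was changed once. The first version ranked lists by the number of markers, which left cluster 9 without a name because 3 markers of vFB3 and 3 of FB5 counted. With the share in its place, all 3 of 3 vFB3 markers gave the name vFB3-like. Under the final rule 3 of 9 clusters were named.

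The genes named are those listed in the design beforehand, whatever their value, and for identity the 5 leading genes of each cluster, except for 1 gene of cluster 5 that is not reported here. Leading genes were ranked by fold of the mean normalized level against all other cells among genes seen in at least 30% of the cluster and at least 15 percentage points more than elsewhere. Any other gene was chosen after its values had been seen. Gene identifiers and coordinates were taken from GENCODE M21 on mm10.

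Levels were computed as CPM, the UMIs of a gene per 1000000 UMIs of a set of cells, with exact 95% Poisson intervals. Ratios of levels have exact conditional binomial intervals and shares exact (Clopper-Pearson) binomial intervals. With 1 library, cells are not replicates, so no p-value, standard error or count of changed genes was computed, and all intervals cover counting error only. A count of 0 was read as an upper limit of 3 counts. Shares of cells with a UMI were compared after random thinning of each cell to 5000 UMIs without replacement, and are given unthinned as well. Immune cells, the first choice as a background for free RNA, were not in the file, so cluster 8 served as the second choice named in the design. It carried Vegfc above the free RNA bound, so its share was not used as a floor for expression. A bound on free RNA came from Y-linked UMIs in cells with at least 5 Xist UMIs.

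The authors excluded doublets at sorting and left out cells above 6000 detected genes as possible doublets, and no further doublets were removed in the main results. Scrublet in scanpy 1.11.5 called 8 cells (0.195%), too few for a working test, so the 4% of cells with the highest scores were left out as an added alternative. The other added alternatives left out cells with both Xist and a Y-linked UMI, subtracted the free RNA bound, and integrated the columns marked M and F before clustering (anchors in Seurat, with the other settings kept). Alternatives set beforehand were resolutions 0.2 and 1.0, 15 principal components, 4000 variable genes, the genes of interest kept among the variable genes, immediate early genes left out of them, no regression, at most 5% mitochondrial UMIs, at least 2000 detected genes, removal of the called doublets, means over cells, thinning to 2000 UMIs, no thinning, each kind of cell by sex-linked RNA, and subtraction of the level of cluster 8. In each other clustering, a cluster was matched to the main cluster that held most of its cells, whatever markers it met there, and ratios between the highest and lowest cluster were taken over those matched to clusters 1, 2, 4 and 5. Clusterings of each sex alone were inspected and not used.

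Intervals, ratios, leading genes and thinning were tested on simulated data drawn from the profile of the real cells. For cluster 2 over cluster 1, counts of 8423 genes of at least 10 CPM were drawn from a Poisson distribution. Of these genes, 200 were changed by folds of 0.25, 0.5, 2 or 4. Of the changed genes, 97% had an interval that held the simulated fold and 100% an interval on the right side of 1, and 95.6% of the unchanged genes had an interval that held 1. As the intervals rest on the same Poisson model, this checks their calculation and not how real counts spread between cells. All 10 genes planted in cluster 2 at a fold of 8 were found among its leading genes, and 0 in cluster 1. At 1 simulated rate for clusters 2 and 7, thinned shares were 41.7% and 38.7% where 39.3% was expected, against 70.7% and 51.3% without thinning. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.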

Results

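Messenger RNA was measured in single stromal cells of the mouse small intestine by droplet-based sequencing that counts transcripts from their 3-prime ends. The cells carried a tdTomato reporter switched on by a tamoxifen-inducible Cre recombinase under the control of Pdgfrb, and were sorted on that reporter. The 4 samples of the series fell into 3 groups, namely 2 wild-type (WT) libraries, 1 library from mice lacking the kinases LATS1 and LATS2 in these cells at 1 week (LATS1/2 KO 1w) and 1 such library at 2 weeks. Only the LATS1/2 KO 1w library was analysed here, so there was no replicate and no test between groups, and all comparisons were between kinds of cell inside 1 library. All intervals in brackets are exact 95% intervals that cover counting error only, not the variation between mice.

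The library held 4108 cells and 46054627 unique molecular identifiers (UMIs), with a median of 10726 UMIs per cell (range 1965 to 35727). The median number of detected genes was 3331.5 (range 1128 to 5995). Mitochondrial genes took a median of 4.86% of the UMIs of a cell. All 4108 cells lay inside the cell filter stated by the authors. Levels are given as UMIs of a gene per 1000000 UMIs of a set of cells (CPM).

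The targeted genes were counted first. Lats1 (ENSMUSG00000040021, mm10 chromosome 10, 7681214 to 7716460, protein coding) had 656 UMIs, or 14.2 CPM (13.2–15.4), and 14.2% of cells held a UMI of it. Lats2 (ENSMUSG00000021959, chromosome 14, 57689662 to 57758388, protein coding) had 2466 UMIs, or 53.5 CPM (51.5–55.7), and was seen in 40.9% of cells. The alternative that moved these levels most was a limit of 5% mitochondrial UMIs, under which Lats2 stood at 55.9 CPM. Reads near the 3-prime end of a gene need not lie in a deleted exon, and no WT level was analysed here, so these values do not check the label of the library by themselves.

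Clustering, with the genes of interest and the sex-linked genes kept out of the input, gave 9 clusters, numbered by size. Cluster 3 was called FB4-like (4 of 4 markers of FB4, the submucosal fibroblasts), cluster 7 SMC-like (6 of 6 markers of smooth muscle cells, SMC) and cluster 9 vFB3-like (3 of 3 markers of vFB3, a fibroblast class of the villi). Cluster 6 was high in all 6 markers of FB5, the subepithelial fibroblasts, and cluster 8 in all 7 markers of mural cells (MC). Yet each had no marker of its own class among its 10 leading genes, but some of another, and stayed unnamed. Those were Kcnj8 and Abcc9 of the MC list in cluster 6, and Ano1 of the list for interstitial cells of Cajal in cluster 8. Clusters 1, 2, 4 and 5 met no list. Adamdec1, a marker of vFB1-2 (another fibroblast class of the villi), stood at 4133 to 4960 CPM in each. Shisa3 of the same list stood at 82.0 to 92.4 CPM in them. Adamdec1 was also 4237 CPM in SMC-like cells, and Shisa3 125.0 CPM in FB4-like cells. A marker shared by several clusters raises the median of the others, so the rule can miss a class spread over them. These rebuilt names may differ from those of the study.

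As identity, the leading genes were Cxcl13, Lrrc55, Kcns3, P2ry1 and Ramp2 in cluster 1, and Tex14, Sertm1, Ecscr, Slc27a3 and Vegfc in cluster 2. They were Cd81, Cilp, Fam129a, Ackr4 and Lbp in the FB4-like cluster 3, and Cyr61, Fmod, Gadd45g, Dkk2 and Gas6 in cluster 4. Cluster 5 had Cxcl10, 1200007C13Rik, Adamts4 and Gm26802, with the stress genes Fos and Fosb among the first 10. Bean1, Wif1, Sv2b, Palmd and Tspan13 led cluster 6, and Nmur2, Actc1, Cnn1, Actg2 and Npnt the SMC-like cluster 7. The last 2 were led by Adra2a, Serpina1b, Slc38a11, Rapgef5 and Gja4 (cluster 8) and by Tacr1, Adgrf5, Itga8, Slco2a1 and P2rx1 (vFB3-like cluster 9).

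Clusters 1, 2, 4 and 5 together made up 73.7% of the cells (72.3–75.0), or 3026 cells. The largest of them was cluster 1 with 946 cells (23.0%), followed by cluster 2 with 727 (17.7%), cluster 4 with 681 (16.6%) and cluster 5 with 672 (16.4%). FB4-like cells numbered 687 (16.7%, 15.6–17.9), and cluster 6 held 205 (4.99%). The SMC-like cluster had 76 cells (1.85%, 1.46–2.31), cluster 8 had 69 (1.68%) and the vFB3-like cluster 45 (1.10%, 0.80–1.46). Under the limit of 5% mitochondrial UMIs, the alternative with the largest effect on these shares, FB4-like cells rose to 24.5%. The number of cells in clusters that met the vFB3 markers depended on the clustering and reached 808 when the columns marked M and F were integrated before clustering, a step of the authors' methods that was added here only as an alternative after the data had been seen. All shares refer to cells in which at least 1 Pdgfrb UMI was counted, because the file held no other cells.

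The study asked which PDGFRb-positive cells are the source of the lymphatic growth factor VEGF-C. Vegfc (ENSMUSG00000031520, chromosome 8, 54077606 to 54187096, protein coding) had 5539 UMIs in the library, or 120.3 CPM (117.1–123.5). The highest level was that of the vFB3-like cluster, at 387.0 CPM (338.1–441.0). Cluster 2 followed with 243.1 CPM (232.9–253.6) and cluster 4 with 209.6 CPM (199.6–220.1). Levels were lower in cluster 8 (79.2 CPM, 57.8–105.9), in FB4-like cells (75.6 CPM, 69.9–81.7) and in SMC-like cells (70.4 CPM, 52.7–92.1). The lowest were those of cluster 5 (42.9 CPM, 38.2–47.9), cluster 6 (42.8 CPM, 35.1–51.7) and cluster 1 (41.8 CPM, 37.7–46.2).

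Vegfc was thus uneven among the 4 clusters without a class. Cluster 2 had 5.82 times (5.22–6.50) the level of cluster 1, and cluster 4 had 4.89 times (4.33–5.54) that of cluster 5. Taken between the highest and the lowest of these clusters, or of those that match them in another clustering, the ratio moved most when nothing was regressed out before clustering, to 8.81 (7.53–10.4). vFB3-like cells exceeded cluster 2 by a factor of 1.59 (1.38–1.83). The 4 clusters pooled stood at 134.7 CPM (130.8–138.7), which was 1.78 times (1.64–1.94) the FB4-like and 1.91 times (1.46–2.56) the SMC-like level. The second of these ratios was 1.01 (0.665–1.62) among cells with a Y-linked UMI and no Xist, where the SMC-like cluster had 17 cells.

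Free RNA in the droplets was bounded by Y-linked transcripts in cells with at least 5 Xist UMIs. It accounted for at most 10.4 CPM of Vegfc, less than the lowest cluster level of 41.8 CPM.

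**Figure D1:**
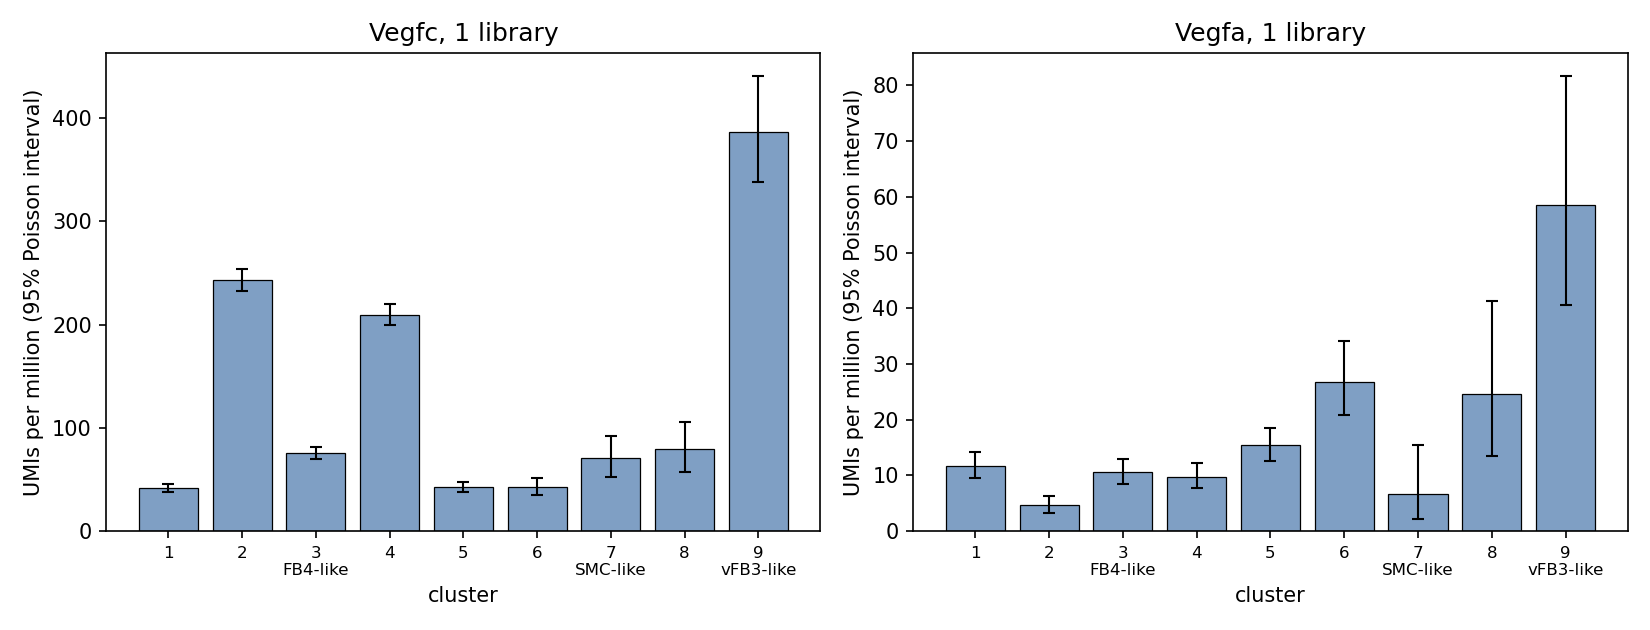
Pooled level of Vegfc and of Vegfa (CPM, vertical axes) in each of the 9 clusters of the LATS1/2 KO 1w library (horizontal axis); bars are the level and error bars the exact 95% Poisson interval. Vegfc was highest in clusters 9, 2 and 4, and Vegfa was highest in cluster 9 and lowest in cluster 2.

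Of all Vegfc UMIs, 80.6% (79.6–81.7) lay in the 4 clusters without a class, which held 72.0% of all UMIs. Cluster 2 alone gave 38.5% (37.2–39.8) against 19.1% of all UMIs, and cluster 4 gave 29.4% (28.2–30.7) against 16.9%. FB4-like cells contributed 11.6% (10.8–12.5) against 18.5% and SMC-like cells 0.957% (0.718–1.25) against 1.63%. vFB3-like cells contributed 4.06% (3.56–4.62) against 1.26%. This last share covers only the 45 cells of cluster 9. With the columns marked M and F integrated before clustering, further clusters of 411 and 352 cells met the vFB3 markers. They had 275.1 and 47.4 CPM of Vegfc, so the vFB3 share would be larger under that clustering.

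Shares of cells with a Vegfc UMI were compared after each cell was thinned to 5000 UMIs, which left out 94 shallower cells, 21 of them in cluster 8. The share was 86.4% (72.6–94.8) in vFB3-like cells, 63.2% (59.5–66.7) in cluster 2 and 57.0% (53.2–60.8) in cluster 4. It was 25.7% (22.5–29.2) in FB4-like cells, 25.0% (13.6–39.6) in cluster 8 and 24.0% (14.9–35.3) in SMC-like cells. Clusters 5, 6 and 1 gave 16.3%, 16.0% and 14.6%. Without thinning the shares were 91.1% in vFB3-like cells, 84.7% in cluster 2, 80.2% in cluster 4, 44.8% in FB4-like cells, 40.8% in SMC-like cells and 33.3% in cluster 8, and 29.0%, 25.4% and 26.4% in clusters 5, 6 and 1. Cluster 8 was the background set in advance for want of immune cells, with a median depth of 6793 UMIs against 10409.5 in the 4 clusters without a class, but it carried Vegfc itself, at 79.2 CPM against the free RNA bound of 10.4 CPM. Its share of 25.0% was therefore not used as a floor for expression. In the 4 pooled clusters the share was 36.1%. The alternative that moved it most was thinning to 2000 UMIs, which gave 19.0%, and the lack of thinning gave 53.1%.

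Vegfa (ENSMUSG00000023951, chromosome 17, 46016993 to 46032369, protein coding) was set beside Vegfc by the study. It had 548 UMIs, or 11.9 CPM (10.9–12.9), and was highest in vFB3-like cells at 58.5 CPM (40.5–81.7). Cluster 6 had 26.8 CPM, cluster 8 had 24.6 CPM and cluster 5 had 15.4 CPM. Cluster 2, second in Vegfc, was the lowest in Vegfa at 4.67 CPM (3.35–6.34), which was 0.399 times (0.271–0.576) the level of cluster 1. The ratio of cluster 4 to cluster 5 was 0.635 (0.468–0.857). Levels of SMC-like cells rested on 5 UMIs.

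**Figure D2:**
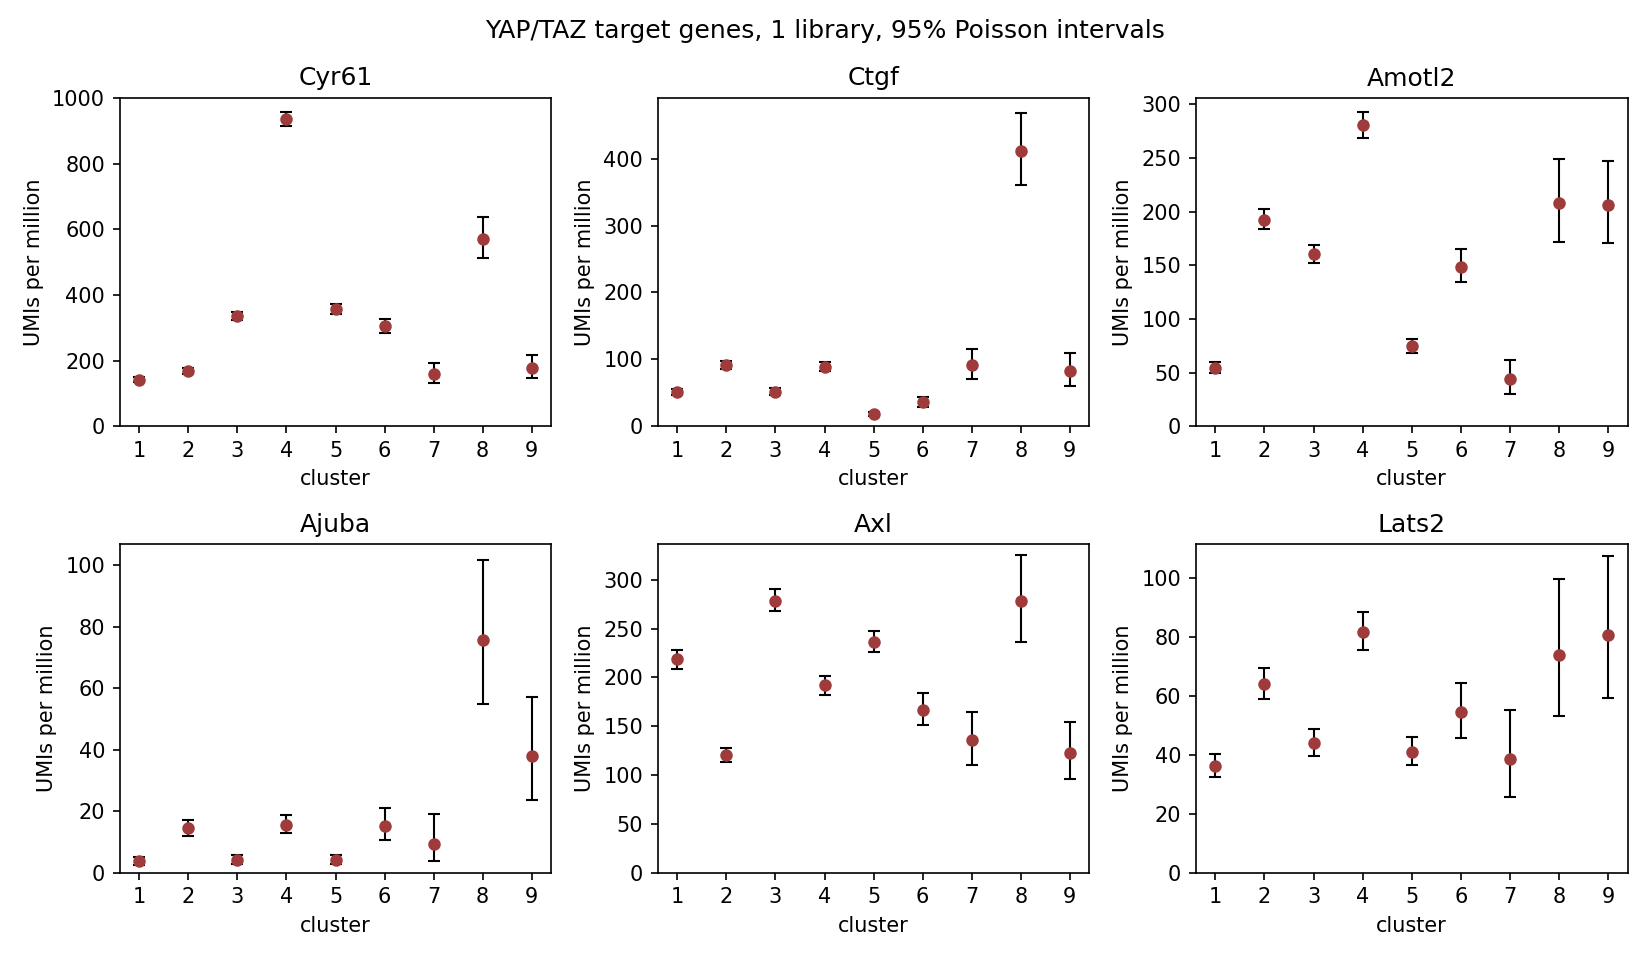
Pooled level of 6 YAP/TAZ target genes, Lats2 among them (CPM, vertical axes, a scale of its own for each gene), in each of the 9 clusters (horizontal axis); points are the level and error bars the exact 95% Poisson interval. Cyr61, Amotl2 and Lats2 were highest in cluster 4, Ctgf and Ajuba in cluster 8, and Axl was lowest in cluster 2.

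Loss of LATS1/2 releases the transcription coactivators YAP and TAZ, so 7 of their target genes were set beside Vegfc. Amotl2 (ENSMUSG00000032531, chromosome 9, 102716672 to 102733418) was highest in cluster 4 with 280.7 CPM (269.1–292.7) and lowest in SMC-like cells with 43.8 CPM (30.2–61.6). Among the clusters without a class it ran from 54.7 CPM in cluster 1 and 74.7 CPM in cluster 5 to 192.6 CPM in cluster 2. The ratio of the highest to the lowest of these was 5.13 (4.66–5.67), and it moved most under resolution 1.0, to 7.34 (5.61–9.78). Ajuba (ENSMUSG00000022178) was highest in cluster 8 with 75.7 CPM, and stood at 14.5 and 15.6 CPM in clusters 2 and 4 against 3.76 and 4.12 CPM in clusters 1 and 5. Cyr61 (Ccn1 in the annotation, ENSMUSG00000028195) was highest in cluster 4 at 937.1 CPM, but in cluster 2 it was 169.4 CPM, less than the 357.3 CPM of cluster 5. Ctgf (Ccn2, ENSMUSG00000019997) was highest in cluster 8 at 411.7 CPM and lowest in cluster 5 at 18.7 CPM. Axl (ENSMUSG00000002602) went the other way, with its lowest level of 120.5 CPM in cluster 2 and 278.6 CPM in FB4-like cells. Ankrd1 (ENSMUSG00000024803) had 20 UMIs in the library, all in cluster 6.

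The targeted genes themselves differed between clusters. Lats2, which is also a YAP/TAZ target, was highest in cluster 4 at 81.9 CPM (75.6–88.5) and lowest in cluster 1 at 36.3 CPM (32.5–40.4). Lats1 stood at 9.0 CPM (7.13–11.2) in cluster 2 and 11.8 CPM (9.53–14.5) in cluster 4, against 17.0 CPM (14.4–19.8) in cluster 1 and 17.3 CPM (14.4–20.6) in cluster 5. The ratio of cluster 2 to cluster 1 was 0.530 (0.399–0.699), and that of cluster 4 to cluster 5 was 0.683 (0.516–0.901). In vFB3-like cells, which had the most Vegfc, Lats1 was 12.0 CPM (4.84–24.8) from 7 UMIs, and no difference from cluster 1 was detectable at this depth.

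**Figure D3:**
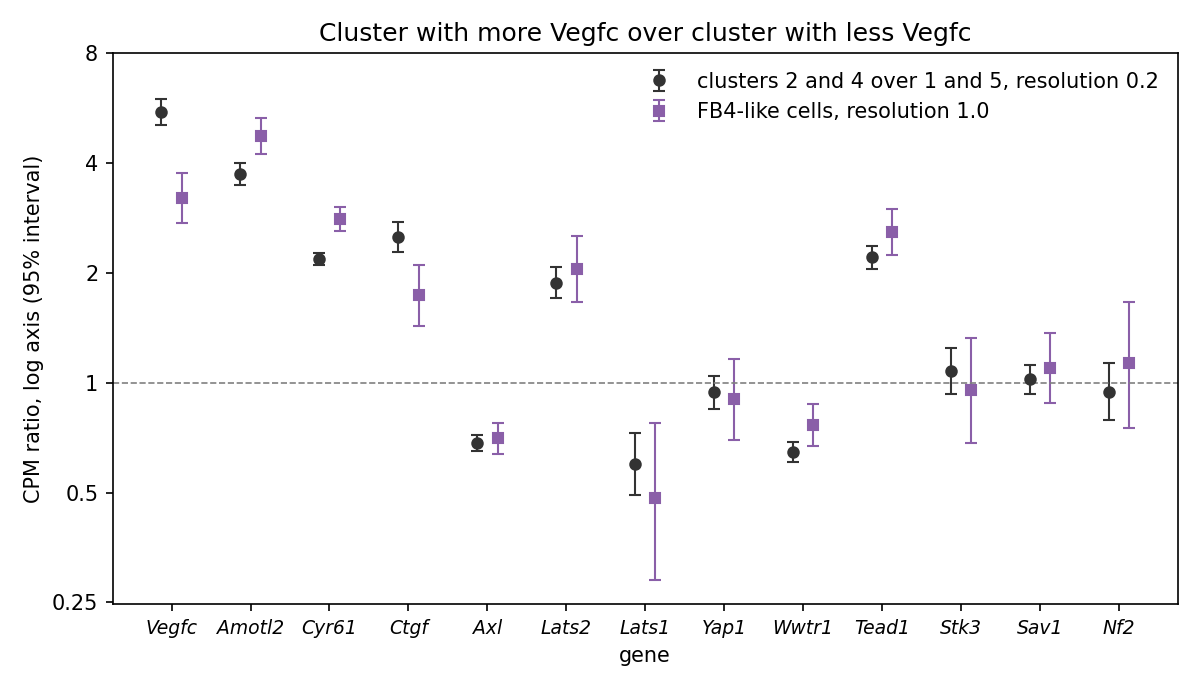
Ratio of CPM in the cluster with more Vegfc to CPM in the cluster with less (logarithmic vertical axis) for 13 genes (horizontal axis), in the pair at resolution 0.2 that holds clusters 2 and 4 against 1 and 5 (circles) and in the FB4-like pair at resolution 1.0 (squares); points are the ratio and error bars its exact 95% interval. In both pairs Amotl2 and Tead1 lie above 1 and Lats1, Wwtr1 and Axl below 1, while the intervals of Yap1, Stk3, Sav1 and Nf2 include 1.

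At resolution 0.2, clusters 2 and 4 fell together into 1 cluster of 1404 cells, and clusters 1 and 5 into another of 1621. At that resolution the second met the marker list of vFB1-2, another fibroblast class of the villi, and the first met none. Vegfc was 228.3 CPM in the first and 41.4 CPM in the second, a ratio of 5.52 (5.08–5.99). In the same direction the ratio was 3.72 (3.48–3.99) for Amotl2, 3.75 (2.85–5.0) for Ajuba, 1.88 (1.71–2.07) for Lats2, 11.7 (8.87–15.9) for Bdnf and 16.0 (9.49–29.0) for Wisp2. It was 0.60 (0.493–0.728) for Lats1, 0.682 (0.648–0.717) for Axl and 0.524 (0.415–0.660) for Vegfa. The size of the Bdnf and Wisp2 ratios depended on the cells taken. Bdnf gave 28.6 (15.2–60.5) in M columns and 7.36 (5.37–10.3) in F columns. Among cells with 8000 to 14000 UMIs, Bdnf gave 32.5 (17.4–68.5) and Wisp2 70.2 (19.0–585.7), the latter from 2 UMIs in the second cluster. At resolution 1.0 the FB4-like cells split into clusters of 182 and 507 cells with 149.7 and 46.7 CPM of Vegfc, a ratio of 3.21 (2.74–3.76). There the ratio was 4.73 (4.22–5.29) for Amotl2, 55.3 (29.5–116.8) for Wisp2 and 0.484 (0.288–0.778) for Lats1. The Lats1 ratio of the FB4-like pair was 0.649 (0.342–1.17) among cells with Xist, an interval that includes 1, and 0.322 (0.101–0.792) among the others. The cluster with more Vegfc had 16 and 5 Lats1 UMIs in these sets. A further 6 genes of the same pathway were added after the other values had been seen. Wwtr1, which encodes TAZ, was lower where Vegfc was high, at 0.647 (0.608–0.688) in the low-resolution pair and 0.767 (0.671–0.874) in the FB4-like pair, and Tead1 was higher, at 2.21 (2.05–2.37) and 2.58 (2.23–2.99). Yap1, Stk3, Sav1 and Nf2 had ratios from 0.902 (Yap1, FB4-like pair) to 1.13 (Nf2, FB4-like pair), and all their intervals in these pairs included 1. Between the main clusters, Yap1 was 0.817 (0.705–0.947) for cluster 2 over cluster 1 and 1.06 (0.913–1.24) for cluster 4 over cluster 5. The intervals of Stk3, Sav1 and Nf2 included 1 there as well. Every difference of this paragraph was measured after the clusters had been compared for Vegfc.

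For other secreted factors that the study measured, Bdnf, Angpt2, Wisp2, Tnfsf15 and Ebi3 in bulk RNA of sorted cells and Vegfd, Ccbe1 and Adamts3 in lysates of the small intestine, only their place among the clusters could be given. Bdnf (ENSMUSG00000048482) and Angpt2 (ENSMUSG00000031465) were highest in cluster 8, at 177.7 and 105.6 CPM. Next came clusters 2 and 4 for Bdnf, at 40.8 and 33.7 CPM. The ratio of Bdnf between the highest and lowest of the clusters without a class was 13.6 (9.22–20.7), and it moved most when nothing was regressed out, to 76.0 (25.5–373.2). Wisp2 (Ccn5, ENSMUSG00000027656) was highest in FB4-like cells with 27.3 CPM, and Vegfd (ENSMUSG00000031380) there reached 141.9 CPM against 55.2 CPM in the library. Ccbe1 (ENSMUSG00000046318) was highest in vFB3-like cells at 91.2 CPM (68.3–119.2). Adamts3 and Tnfsf15 had 114 and 74 UMIs, and Ebi3 a single UMI.

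The study set vFB1 apart from vFB2, both fibroblast classes of the villi, by immediate early genes. It named dissociation as a possible source of their expression, but also saw Fosb-positive cells in tissue that had not been dissociated. As these genes took part in the clustering, their spread between the 9 clusters is partly a definition. Fos (ENSMUSG00000021250) ran from 104.7 CPM in cluster 2 to 2633.7 CPM in cluster 5, a factor of 25.2 (23.5–26.9). Between the 10 clusters made without the 7 immediate early genes the factor was 38.7 (34.6–43.5). The alternative that moved it most was resolution 0.2, under which the ratio between the 2 clusters that hold clusters 1, 2, 4 and 5 was 1.45 (1.42–1.48). The other 6 genes ranged over factors of 13.8 (Junb) to 125.3 (Atf3) between the 9 clusters. High and low Vegfc occurred on both sides of this divide, since Fos was 1837 CPM in cluster 4 and 283 CPM in cluster 1.

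Column names in the file carried M for 1983 cells and F for 2125. None of the M cells had an Xist UMI and all F cells had at least 1. Xist (ENSMUSG00000086503, X chromosome) without a Y-linked UMI was seen in 2009 cells (48.9%, 47.4–50.4). A UMI of Ddx3y, Eif2s3y, Uty or Kdm5d without Xist was seen in 1545 cells (37.6%, 36.1–39.1). Both occurred in 116 cells (2.82%, 2.34–3.38) and neither in 438 (10.7%, 9.73–11.6). Leaving out the 4% of cells with the highest doublet scores moved the share with both most, to 2.10% (1.68–2.60). The library therefore held cells of female and of male mice, and it is 1 sample with no map from cells to mice.

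Vegfc was highest in the vFB3-like cluster in both kinds of cell, at 387.5 CPM (318.5–467.1) with Xist only and 374.4 CPM (303.6–456.8) with Y-linked genes only. Clusters 2 and 4 came next, in this order, in each. Further down the order differed, and cluster 7 had 63.8 CPM (42.7–91.6) in 48 cells with Xist only and 124.6 CPM (78.1–188.7) in 17 cells with Y-linked genes only.

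**Figure D4:**
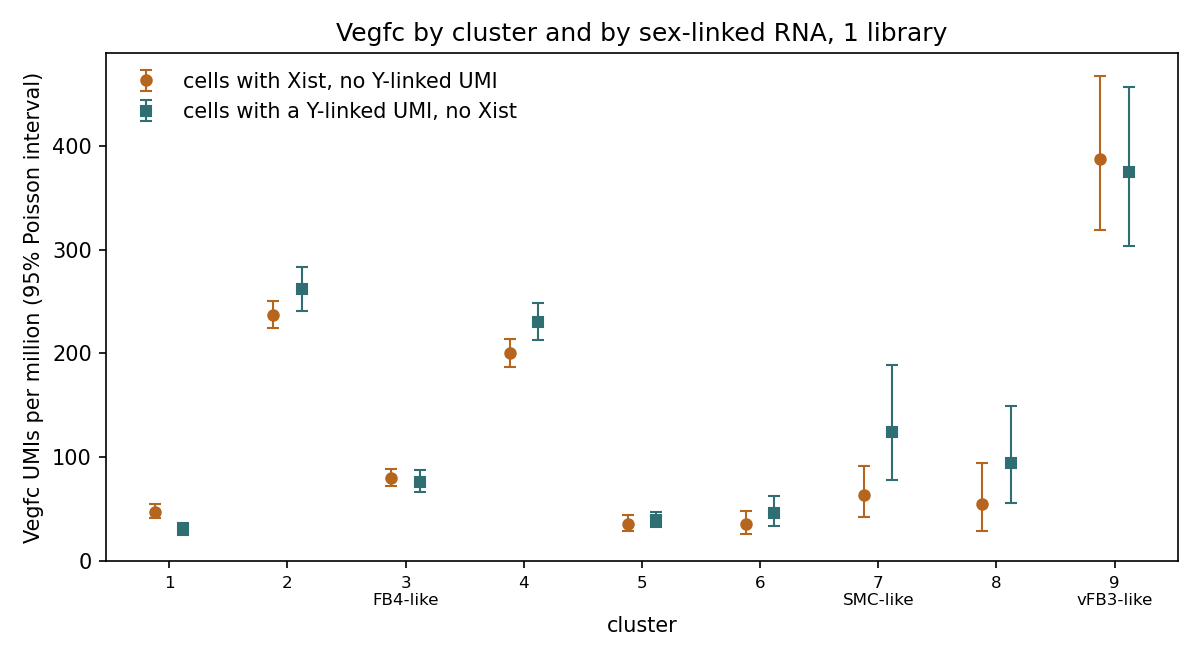
Pooled Vegfc level (CPM, vertical axis) per cluster (horizontal axis) in cells with Xist and no Y-linked UMI (circles) and in cells with a Y-linked UMI and no Xist (squares); points are the level and error bars the exact 95% Poisson interval. Clusters 9, 2 and 4 hold the first 3 places in both kinds of cell.

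Pdgfrb (ENSMUSG00000024620, chromosome 18, 61045150 to 61085061, protein coding) had 24530 UMIs, or 532.6 CPM (526.0–539.3). It controlled the Cre recombinase that switched on the reporter, not the reporter itself. A Pdgfrb UMI was present in every one of the 4108 cells, and 479 of them had exactly 1. The level was highest in cluster 8 at 1858 CPM (1748–1974) and in vFB3-like cells at 1797 CPM (1690–1910), and lowest in FB4-like cells at 273.7 CPM (262.7–285.1). SMC-like cells had 332.1 CPM (292.2–375.9). In the 4 clusters without a class the pooled level was 552.8 CPM, and the alternative that moved it most, the limit of 5% mitochondrial UMIs, gave 529.6 CPM.

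Most markers of other cell types were rare. Exceptions came from the list for interstitial cells of Cajal. Etv1 was seen in 23.1% of all cells at 33.6 CPM, and in cluster 6 in 89.8% of cells at 223.3 CPM. Ano1 was seen in 37.7% of the cells of cluster 8 at 68.6 CPM, while Kit had 17 UMIs in the library. The epithelial gene Lgals4 stood at 5.38 CPM. Over the whole library, the other genes of the immune, endothelial, lymphatic endothelial, epithelial, glial, Cajal, mesothelial and red blood cell lists were below 3 CPM. Pecam1, Krt8, Vil1 and Msln had 0 UMIs, which allows a level of at most 3 UMIs in the library. Only 7 cells (0.170%) had UMIs of at least 2 of the 4 cycling genes.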

Values the study reported

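For the wild-type mice, the study reported that 7906 cells were retained and fell into 7 clusters, and that the median cell had 3672 detected genes. In bulk RNA of sorted cells it gave a 6.1-fold higher Vegfc level after loss of LATS1/2, beside 145.1-fold for Wisp2, 8.9-fold for Bdnf and 6.3-fold for Angpt2. In lysates of the small intestine it gave increases of 3.6-fold for Vegfc, 2.4-fold for Vegfd and 2.8-fold for Ccbe1. The study also found 7 clusters in the knockout mice. It reported that vFB1, vFB2 and vFB3 raised Vegfc, but not Vegfa, after loss of LATS1/2. Its further evidence was in situ hybridization of Vegfc in vFB1-2 and vFB3 cells of villi. These folds and this rise set knockout against wild-type mice, a comparison not made here.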

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

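The alternatives added after the data had been seen were leaving out the highest 4% of Scrublet scores, leaving out cells with both Xist and Y-linked UMIs, subtracting the free RNA bound, and integrating the columns marked M and F before clustering; all others were planned. Over 535 alternative values, 443 stayed within the counting interval of the main value (or, for counts of cells and clusters, within 1.5 times), 86 moved outside it and 6 changed sign. All 6 sign changes came from subtracting the level of cluster 8. None of the 3 Vegfc ratios followed here (the spread ratio, and the pooled clusters over clusters 3 and 7) fell below 1 under the settings for which it was computed. None was computed after subtraction of the level of cluster 8, which left clusters 3 and 7 below 0, or for the changes in thinning, and the ratio to cluster 7 was not computed under the limit of 5% mitochondrial UMIs. The pooled share of Vegfc UMIs in clusters 1, 2, 4 and 5 stayed between 80.2% and 80.9%, and their ratio to FB4-like cells between 1.64 and 1.91. Below, the spread ratio of a gene is its highest over its lowest level among the clusters without a class or, where clusters were rebuilt, among those matched to them, some of which met a marker list there, and the vFB3 count is the number of cells in clusters that met the vFB3 markers (45 in the main clustering). Except where stated, the cause of a move was not tested.

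Where clusters were rebuilt, spread ratios depend on how finely cells are split, as both extremes are taken over the clusters found. Resolution 0.2 gave a spread ratio of 3.72 for Amotl2 and 1.45 for Fos, because clusters with high and low Fos were merged. Resolution 1.0 gave 8.64 for Vegfc, 7.34 for Amotl2 and 43.0 for Fos, with a vFB3 count of 538. With 15 principal components the values were 7.12 for Vegfc, 28.2 for Fos and a count of 375. With 4000 variable genes they were 5.07 for Vegfc, 4.49 for Amotl2, 29.7 for Fos and a count of 529. Keeping the genes of interest among the variable genes gave 23.0 for Fos. Without immediate early genes the spread ratio was 6.89 for Vegfc and 38.7 for Fos, and the vFB3 count 716. With nothing regressed out it was 8.81 for Vegfc, 6.93 for Amotl2, 76.0 for Bdnf and 44.9 for Fos, and the count was 324. Removing the called doublets gave a count of 387. Integrating the columns marked M and F gave 7.04 for Vegfc, 15.3 for Fos and a count of 808. There the clusters drawn mostly from clusters 2 and 4 had 204.8 and 275.1 CPM of Vegfc, and those drawn mostly from clusters 1 and 5 had 39.1 to 47.4 CPM. The vFB3 markers were thus met by far more cells in 7 of the 11 rebuilt clusterings, so the number of cells given this name is not stable. Nor did all clusters that met these markers have high Vegfc. At resolution 1.0, one of 332 cells had 268.7 CPM and one of 161 cells had 31.1 CPM, beside the 45 cells at 387.0 CPM. Other names moved too. After integration, a cluster of 561 cells drawn mostly from cluster 1 met the FB4 markers, with 39.1 CPM of Vegfc. Whether such calls come from the naming rule or from the cells was not tested.

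A limit of 5% mitochondrial UMIs kept 2277 cells. No cluster matched cluster 7, which has no value there. A cluster of 461 cells drawn mostly from cluster 2, with 234.0 CPM of Vegfc, met the SMC markers instead. Lats2 stood at 55.9 CPM, Pdgfrb in the pooled clusters at 529.6 CPM, the spread ratio of Amotl2 at 4.32 and that of Fos at 18.0, and the vFB3 count was 17. Shares of cells were 72.0% for the pooled clusters, 24.5% for cluster 3, 1.67% for cluster 6, 1.05% for cluster 8 and 0.747% for cluster 9. Shares of Vegfc UMIs were 16.0% for cluster 3, 0.915% for cluster 6, 0.366% for cluster 8 and 2.50% for cluster 9. Vegfc in cluster 6 was 69.8 CPM and Vegfa in cluster 8 was 7.11 CPM, the latter from 1 UMI. At least 2000 detected genes left cluster 8 with 1.29% of cells.

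Means over cells gave 120.0 CPM of Vegfc in the pooled clusters and a spread ratio of 24.3 for Bdnf. Thinning to 2000 UMIs lowers every share with a Vegfc UMI by construction, to 19.0% in the pooled clusters, 13.5% in cluster 3, 8.78% in cluster 6, 10.5% in cluster 7, 11.6% in cluster 8 and 55.6% in cluster 9. Without thinning the shares were 53.1%, 44.8%, 25.4% and 40.8% in the pooled clusters and in clusters 3, 6 and 7.

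Cells with Xist and no Y-linked UMI had 149.1 CPM of Vegfc and 7.40 CPM of Vegfa in the pooled clusters, 8.07 CPM of Vegfa in cluster 3 and 55.2 CPM of Vegfc in cluster 8. Their spread ratios were 6.54 for Vegfc, 4.65 for Amotl2 and 21.3 for Fos. Cells with a Y-linked UMI and no Xist had 126.0 CPM of Vegfc and 13.6 CPM of Vegfa in the pooled clusters, 14.3 and 34.3 CPM of Vegfa in clusters 3 and 6, and 124.6 CPM of Vegfc in cluster 7. Their spread ratios were 8.55 for Vegfc, 6.03 for Amotl2, 32.2 for Bdnf and 42.1 for Fos. The ratio of Vegfc in the pooled clusters to cluster 7 was 1.01 there, so a higher level than in SMC-like cells was not detectable in these cells.

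Subtracting the level of cluster 8 left 55.6 CPM of Vegfc in the pooled clusters and 307.8 CPM in cluster 9, with -3.58 CPM in cluster 3, -36.4 CPM in cluster 6 and -8.77 CPM in cluster 7. For Vegfa it left 2.18 CPM in cluster 6 and 33.8 CPM in cluster 9, with -14.4 CPM in the pooled clusters, -14.1 CPM in cluster 3 and -18.0 CPM in cluster 7. Levels below 0 mean only that cluster 8 had the higher level. Its 79.2 CPM of Vegfc and 24.6 CPM of Vegfa (14 UMIs) exceeded the free RNA bounds of 10.4 and 1.03 CPM. These bounds were not computed for cluster 8 alone, but by them this subtraction takes away too much. Subtracting the Y-based bound left 124.3 CPM of Vegfc in the pooled clusters, 65.2 CPM in cluster 3 and 32.4 CPM in cluster 6, with a spread ratio of 7.41. Leaving out the highest 4% of Scrublet scores gave 2.10% of cells with both Xist and Y-linked UMIs and spread ratios of 6.63 for Vegfc, 22.8 for Bdnf and 28.1 for Fos. Leaving out cells with both gave a spread ratio of 6.61 for Vegfc.

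A limit of 15% mitochondrial UMIs and the lack of an upper limit on detected genes were not run, as all cells in the file already met the stated filter. Depth limits the smaller clusters most, since Vegfa in cluster 7 rests on 5 UMIs and Lats1 in cluster 9 on 7. No paired analysis was possible because only 1 library was analysed here.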

Other observations

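The tests on depth, free RNA, sex, dissociation, doublets and Lats1 for the low-resolution pair, those on cells with Xist and Y-linked UMIs, and the estimate of missing cells without Pdgfrb were chosen after the results they bear on had been seen. The comparison of Lats1 with genes of like level, both tests on the FB4-like pair, the comparison of Pdgfrb with genes of like total and the test of Vegfc at like Pdgfrb counts were written down before their outcome was known, although the Vegfc levels of both pairs had been seen. All were run on the 1 library in which the patterns were noticed, so every explanation here is a hypothesis.

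Every one of the 4108 cells had at least 1 Pdgfrb UMI. Cells with exactly 1 numbered 479 and cells with 2 numbered 556. From these, the usual lower bound on the number unseen (cells at 1 squared over 2 times cells at 2) is 206.3 cells without a Pdgfrb UMI, and 0 were present. The level of the gene alone does not explain this. Among 107 other genes with a total between 0.8 and 1.25 times the 24530 UMIs of Pdgfrb, none was seen in every cell. The gene that came closest was missing from 27 cells and the median gene from 135, and the other genes seen in every cell had totals of at least 99597 UMIs. This is consistent with a choice of cells by at least 1 Pdgfrb UMI before deposit, a step that the methods do not mention. No biological explanation was tested. If so, cells of low Pdgfrb level are missing unevenly. The same bound was 78.5 cells for the 687 FB4-like cells, 26.3 for the 76 SMC-like cells, 50.2 for the 946 cells of cluster 1 and 42.8 for the 672 of cluster 5, but 6.68 for the 727 of cluster 2 and 12.5 for the 681 of cluster 4. The missing cells would thus also fall unevenly between clusters with low and with high Vegfc. It assumes that cells at 0 belong to the same clusters as those at 1 and 2. The shares of FB4-like and SMC-like cells, and the share of Vegfc UMIs that SMC-like cells contribute, may therefore be underestimates, and Pdgfrb levels overestimates, more so in these clusters.

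Vegfc was 5.52 times higher in the low-resolution cluster that holds clusters 2 and 4 than in the one that holds clusters 1 and 5. Depth differed, with medians of 11597.5 and 9659 UMIs, but among cells with 8000 to 14000 UMIs the ratio was 5.89. Free RNA could bring at most 10.4 CPM of Vegfc, against a difference of 186.9 CPM. The share of F columns was 59.9% and 42.6%, but the lower of the ratios within M and within F columns was 4.64. A response to dissociation is argued against by clusters of either side of the divide in immediate early genes, as the lower of the ratios of cluster 2 over 1 and of cluster 4 over 5 was 4.89. Cells left out for want of a Pdgfrb UMI are not the whole cause, because such a step would leave cells with at least 1 whole. The ratio was 5.85 (4.70–7.29) among cells with 1 or 2 Pdgfrb UMIs. It was lower at 3 to 5 UMIs (4.96, 4.29–5.75) and at 6 or more (4.19, 3.71–4.76). From the first to the last of these sets, Vegfc rose from 170.1 to 245.9 CPM in the high cluster and from 29.1 to 58.6 CPM in the low one. The Vegfc level of the missing cells is not known. Doublets with vFB3-like cells would have to supply 54.1% of the RNA of the high cluster and bring 573.1 CPM of Mmp10, which stood at 34.5 CPM there.

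A hypothesis that these tests leave open is that Lats1 and Lats2 were deleted in some cells and not in others, so that clusters 2 and 4 may be enriched in cells with YAP/TAZ released and clusters 1 and 5 in cells without. It predicts fewer Lats1 UMIs where Vegfc is high, and the Lats1 ratio was 0.60 (0.493–0.728). It was below 1 in M columns (0.586, 0.429–0.791) and in F columns (0.607, 0.467–0.789). Of 1492 genes with a like UMI total, 53 (3.55%) had a ratio as low, so Lats1 lay in the low tail but was not alone there, and Wwtr1 of the same pathway fell about as far (0.647). The FB4-like pair gave a second look. There the Vegfc ratio was 3.21, and 3.29 among cells of like depth. The Lats1 ratio was 0.484 (0.288–0.778), as low as in 37 of 1527 genes of like total (2.42%), and Amotl2 was 4.73 times higher. In F columns alone the Lats1 ratio was 0.649 (0.342–1.17), an interval that included 1, and in M columns it was 0.322 (0.101–0.792). These rest on 16 and 5 Lats1 UMIs in the cluster with more Vegfc. As the intervals overlap, a difference between the column sets is not shown.

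Several points limit this hypothesis. All cells were sorted on a reporter switched on by the same Cre recombinase that deletes Lats1 and Lats2. The hypothesis therefore needs cells that switched on the reporter without losing these genes, which was not tested. Lats2, also targeted, was higher and not lower in the cluster with more Vegfc (1.88 in the low-resolution pair), and being a YAP/TAZ target itself it cannot serve as a measure of deletion. Axl, listed as a target, was lower there (0.682). The targets Cyr61 and Ctgf were higher in that pair, at 2.18 (2.10–2.26) and 2.50 (2.27–2.75). Yet Cyr61 in cluster 2 exceeded cluster 1 by a factor of only 1.19. A lower Lats1 level could also be regulation of an intact gene, as the Lats1 ratio of 0.60 is not 0 and reads near the 3-prime end need not come from deleted exons. A difference in cell class stays open too, as at low resolution only the cluster with less Vegfc met the vFB1-2 markers. Cell states of normal mucosa, such as a position along the villus, remain untested, because no WT cells were analysed here. A direct test would be to count reads over the deleted exons in each cluster, or to look for clusters 2 and 4 in WT libraries.

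Cells with both Xist and Y-linked UMIs numbered 116. Among cells with at least 5 Xist UMIs, 24 had 3 or more Y-linked UMIs, where Poisson counts from free RNA alone would give 0.163. Their median UMI total was 1.98 times that of such cells without a Y-linked UMI, as doublets of a female and a male cell could have. A choice by 3 or more Y-linked UMIs itself favours deep cells. For the 46 cells with 1 Y-linked UMI the ratio was 1.38, so doublets are less clear among them. Doublets within one sex are not seen by this measure, and the main results keep all of them. The 51 cells with exactly 1 Xist UMI had a Y-linked level 0.854 times that of the M columns, which suggests that most of them are male cells with a stray Xist UMI, placed in F columns by the split on Xist.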
